A study of Mus musculus with 6 samples. Its data were reported in "Repurposing the antipsychotic drug amisulpride for targeting synovial fibroblast activation in arthritis" (2023).

How the data were processed

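Synovial fibroblasts (SFs), the connective tissue cells that line the joint, came from the ankle joints of mice carrying a human TNF transgene (hTNFtg), which develop inflammatory arthritis. The labels give 3 untreated libraries and 3 libraries from cells given 500 μM amisulpride for 48 hours. The paper's methods speak of vehicle where the labels say that no treatment was given, so the controls are called untreated here. For culture work the paper kept amisulpride as a stock in the solvent DMSO. If the controls received no DMSO, effects of the drug and of the solvent cannot be told apart here. Libraries were made with a 3′ end kit (QuantSeq), which yields reads near the end of each transcript, and were sequenced on an Ion Proton instrument. With such a kit the read number of a gene is not expected to rise with its length.

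The authors mapped reads to the mouse genome build mm10 with TopHat2 at default settings, using iGenomes annotation, and mapped what was left with Bowtie2 in its most sensitive preset. Reads per gene were counted with GenomicRanges, and genes without reads were removed before normalisation and testing with DESeq, all through the metaseqr package. Tool versions were not stated. The deposited values are a score, namely read counts that the authors divided by 1 factor per library and rounded to whole numbers, and are called normalised counts throughout. The authors deposited a DESeq p-value and an adjusted p-value for each gene that passed their filter. The log2 fold change in the authors' deposited table is treated over untreated. The GC content was deposited as a fraction of the bases of each gene. The table held 49548 genes, of which 22775 had a value above 0 in at least 1 library, 26773 stood at 0 in every library and 16903 had a deposited p-value. Gene names carried by more than 1 gene numbered 186, and for these the gene with the highest mean was used in gene lists. No mitochondrial gene was listed. Another 12 columns of values per library, holding the same libraries on other scales, were not used.

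Because values were rounded after scaling, those of low genes fall on multiples of the value of 1 read, and this step was estimated for each library by maximum likelihood. In simulated libraries over 49548 genes the largest error of the recovered step was 0.0012. The steps ranged from 0.834 to 1.79 normalised counts per read. In the 3 libraries with a step above 1, 97.2% to 99.2% of values could be reached from whole reads. With a step under 1 every whole number can be reached, so this share says nothing about the other 3 steps. The log-likelihood gain over other steps was 250.7 to 3548 in 5 libraries and 9.5 in untreated replicate 1, whose step, depth, floor and approximate reads are therefore uncertain. Dividing by the step gave approximate depths of 3.63, 4.71 and, with that doubt, 4.08 M reads for untreated replicates 2, 3 and 1, and of 2.52 to 4.40 M reads for the treated ones. The reads are approximate, so no test of read counts served as the main result. A floor of 3 reads, the largest number that a count of 0 allows, corresponded to 2.50 to 5.37 normalised counts. Floors cover counting error only, since the reads carried no molecular identifiers.

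Groups were compared with limma 3.58.1 in R 4.3.3 on log2(normalised count + 1), with empirical Bayes moderation along the trend of the variance with the mean (prior degrees of freedom 7.31). Genes needed a value of at least 10 in at least 3 of the 6 libraries. Tests were two-sided, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. Fold changes are on the log2(normalised count + 1) scale, which understates the change of low genes. The study called genes at an absolute log2 fold change of at least 1 with an unadjusted p-value under 0.05, and these are called the study thresholds. An exact permutation test of a single gene cannot go below 0.1 with 3 libraries in each group, so none was used. Simple spreads are the SD over 3 libraries.

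The named genes are the 5 with the lowest p-value in each direction among protein-coding genes past the study thresholds whose 3 treated values all lay above, or all below, the 3 untreated values. The genes that the study named were added, namely 10 inflammatory genes, 3 amisulpride receptors and 5 candidate binding proteins. The inflammatory genes include mouse Tnf, although the TNF transcript that the study measured in SFs was human. Gene lists were tested with limma's camera at a preset correlation between genes of 0.01. Its alternatives were fry and camera with an estimated correlation. A family of 7 lists held the genes higher and lower in hTNFtg SFs and the genes raised and lowered by the anti-TNF antibody infliximab, all as the study listed them for its drug search, with chemokines, metalloproteinases and Wnt signalling. Of the first 4, 3 are slightly shorter than the study states in its text. Whether the study chose these 4 on libraries that include the untreated ones used here was not tested. A second family of 9 lists was written from general knowledge: NF-kB targets, cholesterol synthesis, lysosome, unfolded protein response, cell cycle, myeloid cells, osteoclasts, collagens and fibroblasts. Hepatocyte and skeletal muscle lists served as checks for other tissues. The groups, main test, gene lists, naming rule and alternatives were fixed before the data were examined, except for lists of fatty acid synthesis and liver X receptor genes, added after the main comparison. A published picture of falling genes had been seen when the myeloid and osteoclast lists were written.

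The statistical procedures were tested on simulated data. With 200 genes changed among 12691 tested, 113 were recovered at an adjusted p-value under 0.05, including 97 of 100 with a 4-fold change, and 10 unchanged genes were called. The slope of fitted on true log2 fold changes was 1.01. With no gene changed, 0 of 12670 genes were called at an adjusted p-value under 0.05, without or with the replicate number as a block, while 174 passed the study thresholds. Of 100 random lists, 6 had a camera p-value under 0.05. In these simulations genes and libraries varied independently, without pairs or an aberrant library, and changed genes were drawn from the more abundant ones. They therefore cannot show how camera behaves on lists of correlated genes, or the block on paired libraries.

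The replicate numbers in the labels were checked for pairing by correlating, across genes, the deviations of each library from its group mean. Libraries with the same number gave correlations of 0.229, 0.240 and 0.201, and those with different numbers gave -0.149 to -0.078. The numbers were therefore taken to pair the libraries. The labels do not say what a number marks. A fit with the replicate number as a block was run beside the main one.

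Alternatives covered pseudocounts of 0.5 and 5, no filter, a minimum of 30, the genes with a deposited p-value and protein-coding genes. They also covered quantile and upper quartile scaling, moderation without trend or in its robust form, weights per library and by mean and variance, voom on approximate reads, and thinning of all libraries to the read value of the shallowest. GC correction by lowess (span 0.3), the replicate block, both together, and each library left out completed them. Overlapping genes were examined for shared reads. Of 977 pairs of genes that overlapped on the same strand, 467 (47.8%) had values within 5% of each other, against 0 of 1084 pairs on opposite strands. Reads in same-strand overlaps thus counted for both genes, and the counting separated strands. The last 500 bases of transcripts of each named gene were compared with the last 1000 bases of other genes in GENCODE vM21 through shared words of 31 bases. That annotation held 49289 (99.5%) of the deposited gene identifiers. Coordinates are those of the deposited table, in mm10. Plots were drawn with matplotlib 3.10.9.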

Results

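The expression profile of hTNFtg SFs treated with amisulpride, an antipsychotic that blocks dopamine and serotonin receptors, was compared with that of untreated hTNFtg SFs by 3′ mRNA sequencing. Each group had 3 libraries. Untreated replicates 2 and 3 held approximately 3.63 and 4.71 M reads, and treated libraries 3.29 ± 0.987 M reads (SD, n = 3), with amisulpride replicate 3 at 2.52 M reads. The depth of untreated replicate 1, estimated at 4.08 M reads, is uncertain, so depth was not compared between the groups as a whole. Between 16851 and 18364 genes had a value above 0 in each library. The 100 most abundant genes took 23.1% to 25.4% of the value in each library.

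A total of 12614 genes, 11035 of them protein-coding, passed the filter on low values. Across these genes the Pearson correlation of log2 values, which treats genes as points and not as replicates, was 0.944 to 0.959 between untreated libraries, 0.902 to 0.945 between treated libraries and 0.882 to 0.941 between groups. The range between untreated libraries lay above that between groups, and the range between treated libraries overlapped it. The leading principal component carried 37.1% of the variance and set amisulpride replicate 3, at 73.9, apart from the other libraries, which lay between -38.2 and 10.4.

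The number of genes that differed between treated and untreated SFs was assessed across the transcriptome. With limma, 36 genes had an adjusted p-value under 0.05, of which 12 were higher and 24 lower in treated SFs. The replicate block moved this count to 263, of which 130 were higher and 133 lower, and included all 36. The count depended on single libraries. It was 0 without untreated replicate 2 and without untreated replicate 3, where 1083 and 911 genes had an unadjusted p-value under 0.05, 1 without untreated replicate 1, 17 without amisulpride replicate 1, 6 without amisulpride replicate 2 and 120 without amisulpride replicate 3. At the study thresholds, 339 genes were higher and 380 lower, against 174 in either direction in simulated data without any change. Genes varied independently of each other in those simulated data, unlike in real libraries. The groups did not overlap for 2076 genes (16.5%, where chance gives 10%) and for 605 of the 719 genes past the study thresholds (84.1%). All treated values were at or under the floor for 7 of the 719 genes, and all untreated values for 3.

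The genes with the lowest p-values among those that rose were Lcn2, Crabp2, Podn, Sspn and Scara5. Lcn2 (ENSMUSG00000026822, chromosome 2, 32384633 to 32388252, minus strand), which encodes a secreted carrier of iron-binding molecules, rose from 20 ± 13.5 to 250.3 ± 102 normalised counts (SD, n = 3), a log2 fold change of 3.70 ± 0.46 (SE) with an adjusted p of 0.013 in limma. Crabp2 (ENSMUSG00000004885, chromosome 3, 87948666 to 87953376, plus strand) rose from 167 ± 8.72 to 540.3 ± 42.5, a log2 fold change of 1.69 ± 0.23 with an adjusted p of 0.013. Podn (ENSMUSG00000028600, chromosome 4, 108014791 to 108096445, minus strand) rose from 64.3 ± 13 to 300.3 ± 79.1, a log2 fold change of 2.19 ± 0.29 with an adjusted p of 0.013. Podn overlaps Scp2 on the same strand, so reads of both genes may be mixed in its value. Sspn (ENSMUSG00000030255, chromosome 6, 145931641 to 145965223, plus strand) rose from 62.7 ± 13.1 to 224.3 ± 33.1, a log2 fold change of 1.83 ± 0.27 with an adjusted p of 0.0195. Scara5 (ENSMUSG00000022032, chromosome 14, 65666403 to 65764826, plus strand) rose from 26.3 ± 13.1 to 130.3 ± 16, a log2 fold change of 2.36 ± 0.36 with an adjusted p of 0.0233.

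The genes with the lowest p-values among those that fell were Fxyd2, Mcpt8, Scd2, Ccl20 and Fdps. Fxyd2 (ENSMUSG00000059412, chromosome 9, 45399669 to 45410278, plus strand) had 120 ± 9 normalised counts in untreated SFs and 2, 0 and 4 in the treated libraries, all at or under the floor, so it was at least 22.4-fold lower, with an adjusted p of 0.0081 in limma. Mcpt8 (ENSMUSG00000022157, chromosome 14, 56082166 to 56085216, minus strand) fell from 413 ± 80.2 to 78.7 ± 15.1, a log2 fold change of -2.37 ± 0.27 with an adjusted p of 0.0081. It shares nearly all its reads with the microRNA gene Mir6949 inside it, and its value is uncertain for that reason. Scd2 (ENSMUSG00000025203, chromosome 19, 44293676 to 44306864, plus strand), a fatty acid desaturase, fell from 771 ± 274 to 157 ± 28.7, a log2 fold change of -2.25 ± 0.29 with an adjusted p of 0.013. Fdps (ENSMUSG00000059743, chromosome 3, 89093588 to 89101959, minus strand), an enzyme of sterol synthesis, fell from 148 ± 21.1 to 26.7 ± 10.7, a log2 fold change of -2.48 ± 0.33 with an adjusted p of 0.013. Its transcript ends share 33.6% of their words with the processed pseudogene Gm3571, which also fell, so the split of reads between them is uncertain. Each of these 10 genes kept its direction and stayed past the study thresholds in every alternative in which it was tested. Their adjusted p-values reached 0.083 to 0.167 in the least favourable one.

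Whether the drug lowered inflammatory transcripts of the SFs was examined in 10 genes that the study had named, so calls on this panel are not independent evidence. For TNF the study measured the human transgene in SFs, whereas the panel holds mouse Tnf. All 10 were lower in treated SFs, and remained lower in each alternative that tested them. Of these, 8 had an unadjusted p-value under 0.05, 7 passed the study thresholds and 2, Ccl20 and Cxcl3, had an adjusted p-value under 0.05 over all genes, or 7 when adjusted over the list alone. The replicate block gave 4 over all genes, adding Mmp3 (adjusted p 0.0091) and Ptgs2 (adjusted p 0.00209), and 9 when adjusted over the list alone. The number past the study thresholds was 4 without untreated replicate 2 and 4 without amisulpride replicate 3. Within replicate numbers, 9, 10 and 10 of the 10 genes were lower in the treated library.

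Ccl20 (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167, plus strand) fell from 2382 ± 795 to 530.0 ± 57.2 normalised counts (SD, n = 3), a log2 fold change of -2.12 ± 0.28 (SE) with a limma adjusted p of 0.013. Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600, plus strand) fell from 106 ± 19.6 to 18 ± 6, a log2 fold change of -2.53 ± 0.35 with an adjusted p of 0.0138. Mmp3 (ENSMUSG00000043613, chromosome 9, 7445822 to 7455975, plus strand) fell from 3939 ± 1310 to 1176 ± 542, with an adjusted p of 0.0764. Ptgs2 (ENSMUSG00000032487, chromosome 1, 150100031 to 150108227, plus strand), which encodes cyclooxygenase 2, fell from 521 ± 172 to 155 ± 67, with an adjusted p of 0.0761. Ccl2 (ENSMUSG00000035385, chromosome 11, 82035571 to 82037453, plus strand) fell from 11008 ± 1800 to 5160.3 ± 1510, with an adjusted p of 0.173. Ccl5 had an unadjusted limma p of 0.0446 and log2 fold change of -1.13, and mouse Tnf, at 16 to 27 normalised counts in untreated SFs, had an unadjusted limma p of 0.0336 and log2 fold change of -1.17. Ccl5 no longer passed the study thresholds in 7 alternatives, Tnf in 6 and Ccl2 in 2, and leaving out untreated replicate 2 (log2 fold changes of -0.68, -1.29 and -0.99) or amisulpride replicate 3 (-0.75, -1.10 and -0.92) was among them for all 3 genes. Cxcl5 (-0.97), Cxcl1 (-0.54) and Ccl11 (-1) did not pass them, and their groups overlapped. Cxcl5 passed in 8 alternatives, with values of -1.25, -1.09, -1.03 and -1.24 without untreated replicate 1, untreated replicate 3, amisulpride replicate 1 and amisulpride replicate 2. Ccl11 passed in 3, with -1.27 without amisulpride replicate 1 and -1.38 without amisulpride replicate 2. Both Cxcl5 and Cxcl1 were closer to 0 without untreated replicate 2 (-0.59 and -0.07) and without amisulpride replicate 3 (-0.66 and -0.04), and Ccl11 was at -0.34 without amisulpride replicate 3. The replicate block with GC correction gave the highest number of panel genes past the study thresholds, 9.

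**Figure D1:**
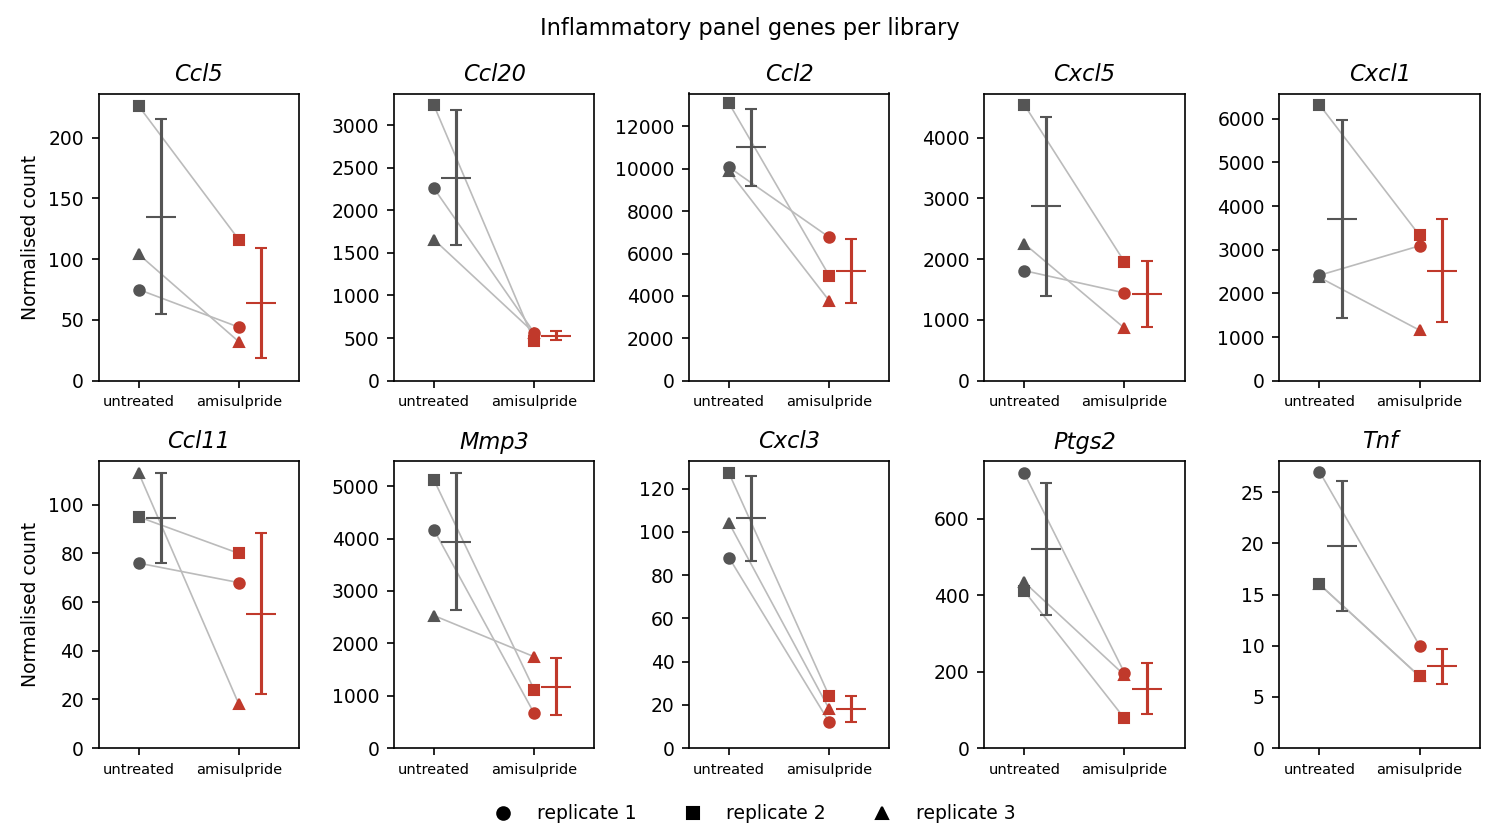
Normalised counts (vertical axis) of the 10 inflammatory panel genes in untreated (grey) and amisulpride-treated (red) SFs, with 1 point per library, lines joining equal replicate numbers, and bars for the mean ± SD of 3 libraries. The groups do not overlap for 6 of the 10 genes, and for Ccl20 the treated libraries sit between 464 and 564 against 1656 to 3232 in untreated ones.

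The known receptors of amisulpride and its candidate binding proteins were examined for a change in their transcripts. Drd2 was at 0 in all untreated libraries and at 2, 0 and 0 in treated ones, and Drd3 was at 0 in all 6. Htr7 was at 1, 8 and 4 in untreated libraries and at 0, 0 and 2 in treated ones. None of these 3 receptor genes passed the filter, and their values were too low for a comparison. The 2 untreated values of 8 and 4 for Htr7 lay above the floors of 3.17 and 2.5 normalised counts in those libraries, so a few reads were assigned to Htr7 there. The floors cover counting error only and do not measure background. By quantitative PCR, the paper detected none of the 3 receptor transcripts in cultured or freshly isolated hTNFtg SFs. Of the 5 candidate binding proteins, 0 had an unadjusted p-value under 0.05 in limma. Ascc3 changed by -0.37 ± 0.26 (SE) on the log2 scale, Sec62 by 0.00 ± 0.23, Romo1 by -0.22 ± 0.28, Kif5c by 0.34 ± 0.46 and Cdc42 by 0.16 ± 0.31. Without amisulpride replicate 3, the values of Romo1, Kif5c and Cdc42 were 0.05, -0.03 and -0.16.

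Whether amisulpride reversed the arthritis signature and resembled infliximab was tested with the gene lists. Untreated libraries shared between the choice of a list and this comparison would favour an apparent reversal, and such sharing was not tested. From these same libraries the study reported lower chemokines and metalloproteinases, and Wnt signalling as the top pathway among genes raised. Calls on those lists are therefore not independent evidence. The 107 tested genes higher in hTNFtg SFs had a median log2 fold change of -0.38, with 75 lower and 32 higher in treated SFs (camera adjusted p 1.48e-05). The 62 tested genes lower in hTNFtg SFs had a median of 0.33, with 40 higher (adjusted p 0.00184), and the median was the same with Scg2, whose untreated values were at the floor, set to its bound. It was 0.50 without untreated replicate 2 and 0.20 without amisulpride replicate 1. The 100 tested genes lowered by infliximab had a median of -0.29 (adjusted p 0.000813), which was -0.09 without untreated replicate 1. The 114 tested genes raised by infliximab had a median of 0.11 and did not pass (adjusted p 0.134). That list passed at 0.13 without untreated replicate 2, at 0.24 without untreated replicate 3 and at 0.16 without amisulpride replicate 3, and had a median of -0.06 without untreated replicate 1. Chemokines (23 genes, median -0.41, adjusted p 0.0042) no longer passed without amisulpride replicate 3, where the median was -0.08 with an adjusted p of 0.114, and had medians of -0.67 without untreated replicate 3 and -0.66 without amisulpride replicate 2. Metalloproteinases (22 genes, median -0.46, adjusted p 0.00145) had a median of -0.78 without amisulpride replicate 1. Wnt signalling genes were higher (38 genes, median 0.39, adjusted p 7.36e-05), with 0.26 without amisulpride replicate 2. Camera with its preset correlation passed 6 of the 7 lists. Only metalloproteinases and Wnt signalling passed under fry (adjusted p 0.0366 and 0.0197), and 0 of the 7 lists passed with an estimated correlation, where the unadjusted p-values of these 2 lists, 0.0224 and 0.0118, were under 0.05. With the replicate block, fry passed the genes higher in hTNFtg SFs (adjusted p 0.0369, against 0.141 without it) and did not pass Wnt signalling (0.0512). The lists share genes, with 20 in common between those higher in hTNFtg SFs and those lowered by infliximab.

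**Figure D2:**
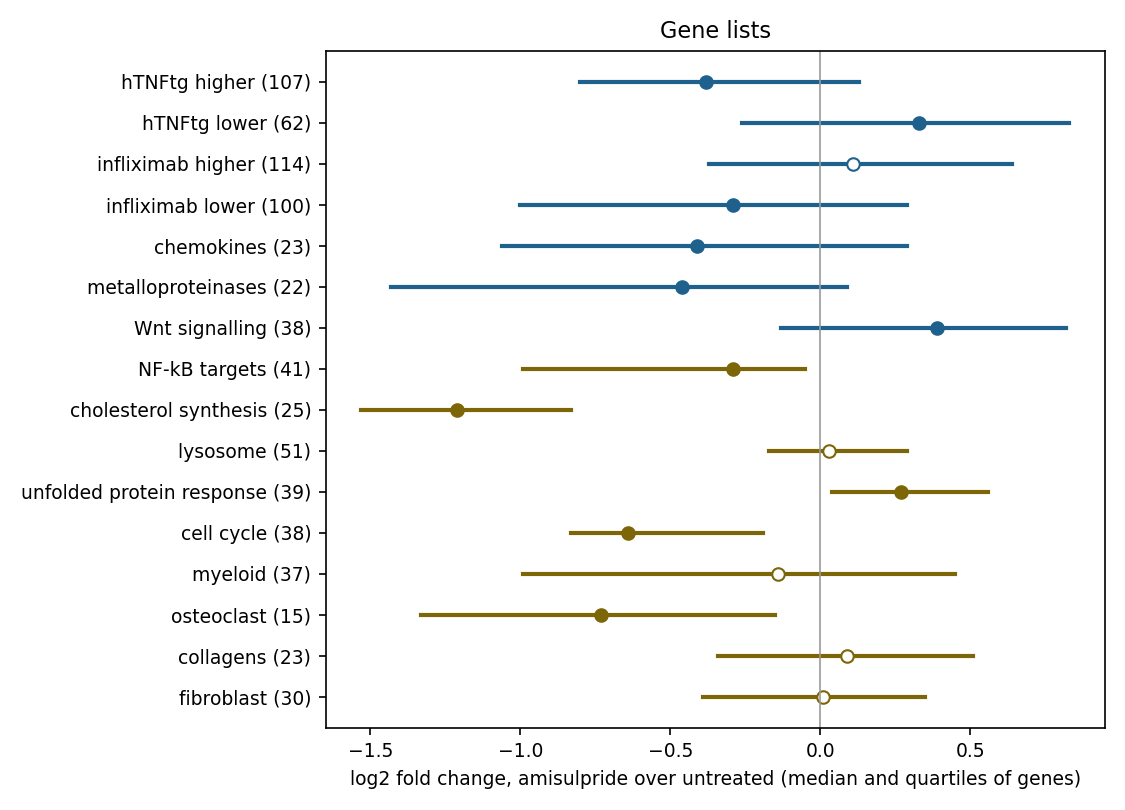
Median (point) and quartiles (line) of the log2 fold change, amisulpride over untreated, for each gene list, with the number of genes tested in parentheses; filled points have a camera adjusted p under 0.05, blue marks the family of 7 lists and brown the family of 9. Cholesterol synthesis lies lowest, at -1.21.

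In the second family of 9 lists, 5 passed under camera, 3 of them also under fry and 2 with an estimated correlation. Cholesterol synthesis had the lowest median of the family, -1.21 over 25 genes (adjusted p 1.1e-20), and passed under fry (0.00252) and with an estimated correlation (0.0158). All 25 genes were lower, 17 of them past the study thresholds, and at least 24 stayed lower under each scaling and with any 1 library left out. Cell cycle genes had a median of -0.64 over 38 genes (adjusted p 3.66e-05) and passed under fry (0.00828) and with an estimated correlation (0.0298). Their median was -0.42 without amisulpride replicate 2. Unfolded protein response genes had a median of 0.27 over 39 genes (adjusted p 0.000534) and passed under fry (0.00828) but not with an estimated correlation (0.0533). Their median was 0.18 without amisulpride replicate 3. NF-kB targets had a median of -0.29 over 41 genes (adjusted p 3.66e-05) and osteoclast genes of -0.73 over 15 genes (adjusted p 0.00033), and neither passed under fry (0.326 for both). With the replicate block, fry gave 0.0369 for NF-kB targets and 0.158 for osteoclast genes. The NF-kB median ranged from -0.54 without untreated replicate 3 to -0.12 without untreated replicate 2, and the osteoclast median was -0.28 without amisulpride replicate 2, -0.37 without untreated replicate 1 and -0.42 without amisulpride replicate 1. Lysosome (0.03 over 51 genes), myeloid (-0.14 over 37), collagen (0.09 over 23) and fibroblast genes (0.01 over 30) did not pass under camera. The myeloid list passed without untreated replicate 2 (median -0.40, adjusted p 0.0248) and without amisulpride replicate 1 (-0.48, 0.00435). Of the hepatocyte list 3 of 36 genes were tested, and of the muscle list 4 of 24, with camera adjusted p-values of 0.383 and 0.438. All 3 hepatocyte genes were lower and passed as a list under fry (adjusted p 0.0211, and 0.00807 with the replicate block), whereas the muscle genes did not (0.543).

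**Figure D3:**
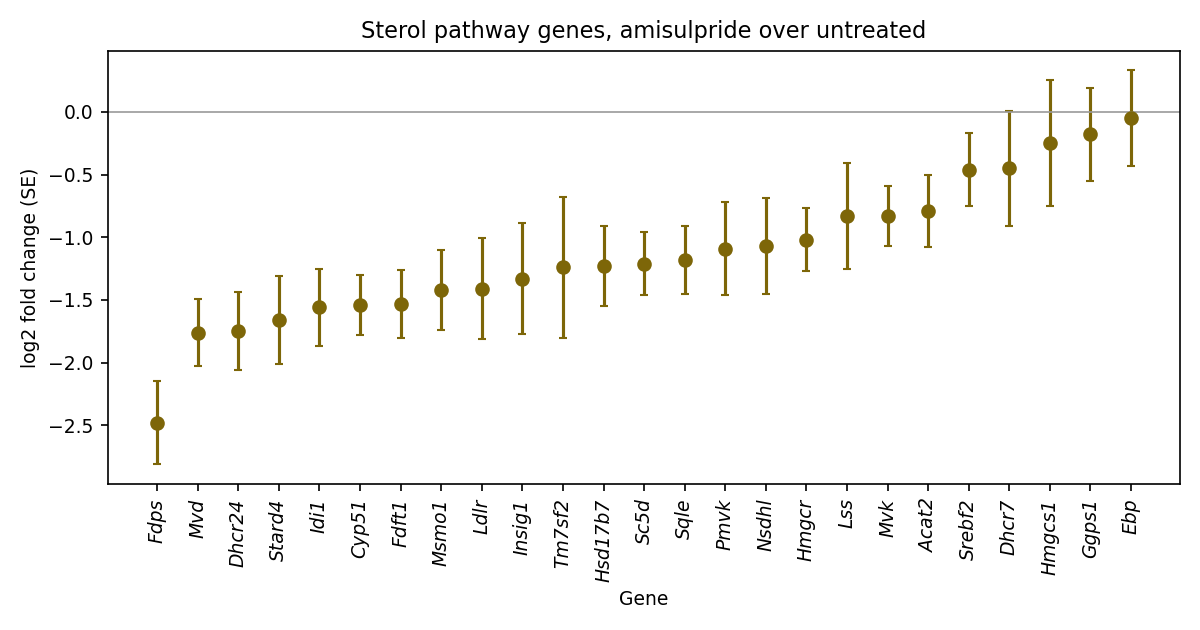
Log2 fold change, amisulpride over untreated, of each of the 25 tested genes of the cholesterol synthesis list (vertical axis), ordered by value, with bars for the SE of the limma fit. Fdps is lowest, at -2.48, and all 25 fitted values lie under 0.

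In the authors' deposited table, 217 genes were higher and 220 lower at the study thresholds, 437 in all, and 17 had an adjusted p-value under 0.05. Of the 437 genes of the authors' deposited table, 335 (76.7%) passed here too, all with the same sign, and 67 lay outside the filter. Of the 36 genes with an adjusted p-value under 0.05 here, 35 passed the study thresholds in the authors' deposited table. Across 11761 genes, which are not independent, the log2 fold changes had a Spearman correlation of 0.983 with those of the authors' deposited table.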

Values the study reported

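The study treated hTNFtg SFs with 500 μM amisulpride for 48 hours. It stated that the drug affected 437 of 1,321 genes that differed between hTNFtg and wild-type SFs. Among these it counted 61 overexpressed genes that the drug lowered and 42 underexpressed genes that it raised. It gave 23 of these 103 genes as also regulated by infliximab.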

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

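All alternatives in this part were chosen before the data were examined. Each of the 10 named genes kept its direction and its place past the study thresholds wherever it was tested. Fxyd2 was not tested in 3 alternatives, those without an untreated library, because only 2 libraries then reached the minimum of 10. Cholesterol synthesis and cell cycle genes passed in every alternative, with medians of -1.36 to -1.03 and -0.72 to -0.42 and adjusted p-values up to 0.0158 and 0.0298. Among 773 further values, mostly of single genes and of the second family of lists, 709 kept direction and call, 20 lost a call, 13 gained one and 31 changed sign.

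The count of genes with an adjusted p-value under 0.05, 36 in the main comparison, moved with many settings. It was 57 with a pseudocount of 5, 57 without a filter, 21 over the genes with a deposited p-value (4 of them among the 36), 66 with quantile normalisation, 195 with weights per library and 133 at an adjusted p-value under 0.1. Across the 6 fits that each left out 1 library it ran from 0 to 120, with 0 without untreated replicate 2 and without untreated replicate 3, where 1083 and 911 genes had an unadjusted p-value under 0.05. The highest of these values came without amisulpride replicate 3. Smaller groups give less power, but that does not account for the 120. The cause of the other moves was not tested. The 16903 genes with a deposited p-value include some at 0 in every library, since 6424 of the 22775 genes above 0 had no p-value. Such genes enter that fit with no change and no spread, which limits its use as a comparison.

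The replicate numbers pair the libraries, and the block on them gave 263 genes, or 265 with GC correction, and included all 36. Besides the panel and the fry results on lists given above, the block changed no other call among the named genes and the camera tests, while fry also passed lysosome genes with it (adjusted p 0.0325) and no longer passed fatty acid synthesis genes (0.0858). At the study thresholds 621 genes were higher and 692 lower without a filter, since more genes were tested, and 236 were lower with a minimum of 30, since fewer were. The share of higher genes, 47.1%, ran from 40.4% with voom to 55.1% without untreated replicate 2, and no scaling moved the median of all genes by more than 0.06. The number of panel genes past the study thresholds ran from 4 to 8 with 1 library left out.

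Fry and the estimated correlation leave the medians as they are and change the test only. Genes higher in hTNFtg SFs (-0.38, adjusted p 0.141 and 0.235), genes lower in hTNFtg SFs (0.33, 0.167 and 0.235), genes lowered by infliximab (-0.29, 0.173 and 0.243) and chemokines (-0.41, 0.167 and 0.257) passed under neither. Metalloproteinases (-0.46) and Wnt signalling (0.39) passed under fry and not with the estimated correlation, both at 0.0785, and Wnt signalling also failed under fry with the replicate block (0.0512). Of the 9 lists in the second family, 3 passed under fry and 2 with the estimated correlation. Both tests allow for correlation between genes of a list.

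Genes raised by infliximab had a median of 0.00 over the genes with a deposited p-value and of -0.06 to 0.24 with 1 library left out. The genes with a deposited p-value include some at 0 in every library, which enter with no change. Without a filter, over all genes above 0, the median of the infliximab list was 0.14. Chemokines fell to -0.05 over the genes with a deposited p-value and no longer passed, with -0.67 to -0.08 across the fits without 1 library and adjusted p-values of 0.000527 to 0.257 over all alternatives. The cause was not tested.

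Values near 0 changed sign. Fibroblast genes had medians of 0.00 with a minimum of 30, -0.09 with quantile normalisation, -0.02 with upper quartile scaling, -0.04 with weights per library, -0.06 with voom, -0.03 with GC correction and -0.03 with the replicate block and GC correction, and -0.14 to 0.07 with 1 library left out. Lysosome genes had -0.01 with quantile normalisation, -0.04 with voom and -0.04 to 0.12 with 1 library left out. Myeloid genes had 0.09 with weights per library and -0.48 to 0.27 with 1 library left out. Sec62 had -0.03 with quantile normalisation, -0.02 with upper quartile scaling, -0.07 with voom, -0.06 with GC correction, -0.06 with the block and GC correction, and -0.09 to 0.07 with 1 library left out. Cdc42 had -0.08 with weights per library and -0.16 to 0.41 with 1 library left out. Romo1 ran from -0.37 to 0.05 and Kif5c from -0.03 to 0.78 in those fits. The cause was not tested for these.

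Depth limits the low genes. The floor of 3 reads was 5.37 normalised counts in amisulpride replicate 3, so the receptor genes could not be compared. The step of untreated replicate 1, which thinning and voom both use, is uncertain. Thinning all libraries to the read value of amisulpride replicate 3 left 2.14 to 2.52 M reads each and gave 47 genes with an adjusted p-value under 0.05, of which 34 were among the 36.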

Other observations

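Overlapping genes, NF-kB targets outside the panel, and osteoclast and myeloid genes were tested only after the related results had been seen. GC correction was among the alternatives fixed beforehand, but its use as a test of GC content was chosen after those results. The number of genes past the study thresholds here was 719. That is higher than the value quoted from the study above. The number 437 is the total over all genes in the authors' deposited table, whereas the study's text ties that number to genes that differ between hTNFtg and wild-type SFs.

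The real grouping was set against the other splits of the 6 libraries into 3 and 3. There are 10 such splits, so the share that match can never fall under 0.1 and the counts cannot exclude a chance arrangement. For the count of genes with an adjusted p-value under 0.05, 1 of the 10 splits, the real one, gave as many, and the others gave 0, with 74 to 336 genes at the study thresholds against 719. For higher and for lower genes at the study thresholds it was also 1 of 10. Because the replicate numbers pair the libraries, the comparable splits are the 4 that part every pair. With the block, 1 of these 4 gave as many genes, and the others gave 0. Among lists, 1 of the 10 splits gave as large a median for genes lowered by infliximab, metalloproteinases, Wnt signalling, cholesterol synthesis, unfolded protein response, cell cycle, osteoclast and panel genes, 2 for genes higher and for genes lower in hTNFtg SFs, 3 for chemokines, 5 for genes raised by infliximab and for NF-kB targets, 6 for lysosome and collagen genes, and 9 for myeloid and fibroblast genes. Among the 4 splits that part every pair, 1 did so for all of these except genes raised by infliximab (3), lysosome (2), myeloid (3), collagen (2) and fibroblast genes (4).

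Sterol pathway transcripts had the lowest median of the 9 lists in the second family. Several technical explanations are argued against by the data. The median of the 25 genes, -1.21, was -1.22 with GC correction and the replicate block, -1.29 with all libraries thinned to the depth of the shallowest, -1.22 under the scaling that brought it nearest 0, and -1.03 in the fit without 1 library that brought it nearest 0. A candidate explanation is lower activity of the SREBP transcription factors, which drive both sterol and fatty acid synthesis genes. It predicts that fatty acid genes outside the sterol list fall too, and 16 such genes, chosen without Scd1 and Scd2 because those had been seen to fall, had a median of -0.54, with 13 lower. That list passed under camera (adjusted p 0.000722) and fry (0.0115), and with an estimated correlation (0.0374), but not under fry with the block (0.0858). Sterol accumulation acting through liver X receptors was also considered. Its 8 tested target genes had a median of -0.20 with members going both ways (camera adjusted p 0.147), so its action cannot be told apart from no change. Lower SREBP activity remains a hypothesis found and tested on the same libraries. Drug effects on growth or on cell density were not tested.

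The inflammatory panel, taken as a list, had a median of -1.15. It was -1.25 after thinning and -1.16 with GC correction and the replicate block, which argues against depth and GC content as the whole cause. Lower NF-kB activity as a whole may explain it, and would be expected to lower other targets. The 31 listed targets outside the panel, chemokines and metalloproteinases had a median of -0.24, with 22 lower and 9 higher. The camera p was 0.0435 and the fry p 0.547, or 0.0332 and 0.0566 with the replicate block, and Lcn2, which is on the NF-kB list, rose. These data leave it open, because the targets went both ways and the list passed 0.05 under camera but not under fry, narrowly so with the block.

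Osteoclast genes were lower (median -0.73), while the myeloid list (median -0.14) did not pass. This contrast depended on single libraries, since the myeloid list passed without untreated replicate 2 (median -0.40, camera adjusted p 0.0248) and without amisulpride replicate 1 (-0.48, 0.00435), and had a median of 0.27 without untreated replicate 1. Its adjusted p-values ran from 0.00435 to 0.973 over all alternatives. A smaller share of all myeloid cells, or fewer osteoclast-like cells, could lower the osteoclast genes. The paper states that cells carrying the leukocyte marker CD45 were depleted from the SFs at passage 1, so any such cells would be residual. The osteoclast median was 0.82 below that of the 10 most abundant myeloid genes in pair 1, but the gaps in pairs 2 and 3 were -0.13 and -0.03, so osteoclast genes fell no further than those 10 genes there. Against the whole myeloid list, the osteoclast medians of -1.23, -0.46 and -0.48 in the 3 pairs were lower than the myeloid medians of -0.21, -0.37 and 0.11. With the replicate block, 13 of the 37 myeloid genes were lower and 6 higher at an unadjusted p-value under 0.05. Of the 15 osteoclast genes, 6 were lower by the same measure. Among the 10 most abundant myeloid transcripts, 8 were lower, with log2 fold changes from -1.61 (Spi1) to -0.14 (Lyz2). Cd68 (0.31) and Cd52 (0.45) were higher. Lyz2 went from 1733 to 3046 normalised counts in untreated libraries to 1394 to 3287 in treated ones. Both explanations stay open, because the pairs differ, the answer depends on which myeloid genes are compared and myeloid genes went both ways. The list of genes lowered by infliximab shares 6 genes with the myeloid list and 2 with the osteoclast list.

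The cell cycle median of -0.64 was -0.58 after thinning and -0.64 with GC correction and the replicate block, which argues against depth and GC content as its whole cause. A lower rate of division in treated SFs is a candidate explanation that these data alone do not separate from a change in cell density. The paper's crystal violet assay found the drug nontoxic, but the values of that assay were not examined here.

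Amisulpride replicate 3 held single genes far above every other library. Of 5580 genes with a mean of at least 100, 34 stood at 4 times or more the highest of the other 5 libraries in it, against 5 in amisulpride replicate 2 and 0 in each of the other 4. The highest was Arf1, at 16357 normalised counts against 344 to 909 elsewhere. These genes took 1.81% of that library's value and at most 0.3% of any other. Of the 34, 8 were processed pseudogenes, 5 passed the study thresholds and 0 had an adjusted p-value under 0.05. Thinning left the reads of amisulpride replicate 3 as they were, so the 30 such genes left in it do not test depth by themselves. The other libraries, thinned to its read value, held 5 in amisulpride replicate 2 and 0 in each of the other 4, which argues against low depth. A GC trend is argued against by the 29 left after GC correction. Reads shared with overlapping genes are argued against as well, since 20.6% of the 34 genes overlapped another gene on the same strand, against 16.3% of other genes of that level (Fisher's exact test, two-sided, p 0.485). Errors in library preparation, or a trait of that culture, were not tested.

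The list of genes raised by infliximab was unusual for a fibroblast list. Of its 223 genes, 63 were at 0 in all 6 libraries and 114 were tested. It contains 33 of the 36 genes of the hepatocyte list, which was written with the infliximab list already read. Why the list holds these genes was not tested.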
